A study of Homo sapiens with 16 samples.

How the data were processed

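Gene expression was measured by RNA sequencing in 16 libraries of primary human skeletal muscle cells, 4 in each of 4 groups. The cells had been treated for 24 h with non-conditioned medium (NCM), that medium with calcitriol (NCMD), medium conditioned by LLC1 mouse lung carcinoma cells (CM), or conditioned medium with calcitriol (CMD). Per the labels, RNA with poly(A) tails was selected and copied from random primers, with no step that marks the strand. The labels' notes on processing name CASAVA, TopHat2, featureCounts and edgeR without versions, and the build hg19. The authors' table holds raw counts per gene, without normalisation, for 57773 genes, with 1 column per library and positions on hg19. Filters, the strand setting and the annotation release are not stated in the labels. Groups were taken from the sample titles, and all 16 columns were matched to a sample. The replicate numbers in the titles are not said to pair libraries across groups, so no pairing was used in the reported tests.

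Total counts were 54284392 to 90659567 per library. The smallest level that 3 counts allow was 0.0331 to 0.0553 CPM, and this floor covers counting error only. All tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by the edgeR filter for low counts with its default settings and the group as design, which left 22445. Counts were scaled by TMM factors, and a quasi-likelihood model with 1 coefficient per group and robust estimates was fitted to all 16 libraries, with 12 residual degrees of freedom and a common biological coefficient of variation of 0.096. Tested were CM against NCM, CMD against CM, NCMD against NCM, CMD against NCMD, the interaction of calcitriol with the medium, and the calcitriol effect averaged over both media. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. Fold changes are the fitted log2 values. Their SE is the size implied by the fold change and its quasi-likelihood test, and is approximate, most of all near the floor. Levels are means of TMM-normalised CPM with the SD over 4 libraries.

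Principal components were computed from log2 CPM with a prior count of 2. Gene lists, 49 in all, were tested on the same values with limma camera at a preset correlation of 0.01, with an estimated correlation, and with fry, which tests each list by itself and does not compare it with other genes. Their p-values were adjusted over the lists of 1 comparison. Members were also counted by direction, with p-values adjusted over all genes and over the list alone. Library totals, the mitochondrial share, the share of the most counted gene and the number of genes with a count were compared by exact two-sided permutation over 70 assignments. For the effects that share the CM libraries, the correlation and covariance across genes were set beside 10 simulated sets of groups with no difference and beside divisions of the CM libraries into pairs.

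The comparisons of the groups, their tests, the 49 gene lists and the rule for the genes to name were fixed before the data were examined. The list of cyclic AMP target genes and the follow-up tests of library CM1, the respiratory chain genes and adipocytes were added later. Named were 12 fixed genes (CYP24A1, VDR, CYP27B1, FBXO32, TRIM63, PPARGC1A, PDK4, MFN1, MFN2, OPA1, DNM1L and FIS1). For each comparison of groups, the 8 genes that rose most and the 8 that fell most were added. They came from called genes with a mean log2 CPM of at least 2 whose 4 values in one group all lay above or all below those of the other. For the interaction and the averaged effect these were 5 and 5, for the interaction without the condition on overlap and for the average with that condition in both media. Symbols that mark unnamed transcripts, small RNAs or antisense genes, and genes linked to sex, were passed over. The exception was AC114803.3, which was kept among the 8 rises of CM against NCM. Up to 4 members of a list with the smallest p were available as its examples. PDE7B, PENK and CITED2, and PDE4B and PDE4D for CM against NCM, were chosen after their values were seen.

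Alternatives were DESeq2 size factors, library size alone, no filter, a filter at 1 CPM in 4 libraries, the replicate number as a block, the 8 libraries compared alone, each library left out in turn, limma-voom, the DESeq2 Wald test, an adjusted p below 0.01 and an absolute log2 fold change of at least 1. Added after the data were seen were the removal of trends of each library with gene length, or with GC content and length, and the same with library CM1 left out. For GC content, 95.2% of tested genes had a value. Regroupings of the libraries were counted for each comparison, 35 for 4 against 4 and 100 drawn for the interaction and the average.

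The method was tested on simulated data with 22445 genes. It recovered 40 to 48% of genes changed 1.25-fold, 78 to 92% at 1.5-fold and 96 to 100% at 2-fold in the comparisons of groups. For the interaction these were 6%, 58% and 92%. For the averaged effect they were 12%, 54% and 92%, where the median fitted log2 changes were 0.167, 0.292 and 0.511 in size. In CM against NCM those medians were 0.329, 0.579 and 0.981. The shares for the average therefore belong to smaller averaged changes and cannot be set beside those of the comparisons of groups. Of the calls, 2.3 to 6.9% were false, a planted list shift of -0.3 was the 1 list called, and a planted length slope of -0.1 was found as -0.0997. Correlation between genes of a list was not tested this way, so this does not show how often correlated lists are called wrongly. Reads, splicing and sequence variants were not analysed here, and values of overlapping genes were not separated.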

Results

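RNA was sequenced from primary human skeletal muscle cells after 24 h in 1 of 4 media, with 4 libraries per medium and 16 in all. NCM was medium that had not been on other cells, and CM was medium conditioned by LLC1 cells, a mouse Lewis lung carcinoma line. NCMD and CMD were the same media with calcitriol, the hormonally active form of vitamin D. The labels give LLC1 as the source and cell line of every sample, while the design text says that the RNA came from the muscle cells, and the counts are of human genes. The labels do not say how many donors or separate cultures the 4 libraries of a group represent, so each p-value below measures the spread between these libraries and no more. The total count per library ranged from 54284392 in CMD4 to 90659567 in CM3. A count of 3, taken here as the detection floor, was 0.0331 to 0.0553 CPM (counts scaled to a common library total), a limit that covers counting error only. Of 57773 genes in the table, 22445 passed the filter on low counts and were tested. Counts were not assigned to a strand as far as the labels say, so values of genes that overlap another gene can include its reads.

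The medium set the libraries apart most: principal component 1 held 53.85% of the variance of the log2 CPM values and separated the CM and CMD libraries from the NCM and NCMD libraries. Scores on component 2 were positive in all libraries without calcitriol and negative in all with it (-29.17 to -2.66). Library CM1 stood apart on component 2, with a score of 55.29 against 2.52 to 8.35 in CM2 to CM4. FN1, which encodes fibronectin and was taken as the most counted gene, held 2.96% of counts in CM1 and up to 6.07% in NCMD1. Counts from the mitochondrial genome were 2.21% ± 0.285 (SD, n = 4) of the total in CM and 1.66% ± 0.0561 in NCM. CM1 had the highest share, 2.64%. The exact two-sided permutation p for CM against NCM was 0.0286, the smallest that 4 against 4 libraries can give, and 0.0572 after adjustment over the 16 library tests. The share was 1.77% ± 0.055 in NCMD and 2.14% ± 0.12 in CMD, with the same exact permutation p for NCMD against NCM and for CMD against NCMD, and 0.8 for CMD against CM.

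**Figure D1:**
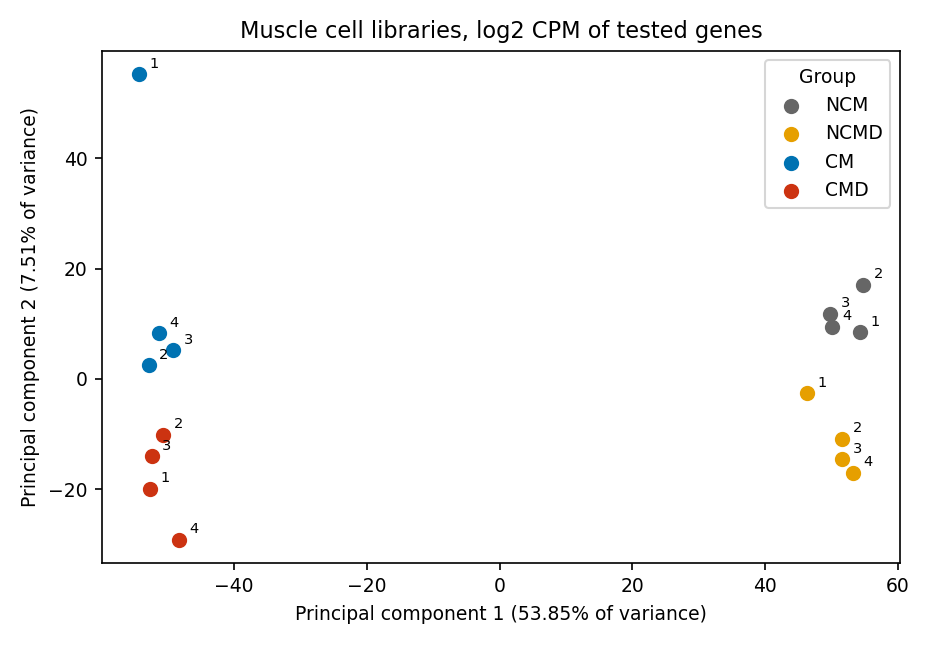
Each point is 1 library, placed by its scores on principal components 1 and 2 of the log2 CPM values of the tested genes, coloured by group and numbered by replicate. The groups with conditioned medium lie left and those without lie right on component 1, and CM1 has the highest score on component 2, 55.29. Libraries without calcitriol have positive scores on component 2 and those with it negative ones.

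The comparison of CM with NCM asks what medium conditioned by the tumour cells does to muscle cells. No group had medium conditioned by other cells, so products specific to tumour cells were not separated from conditioning in general. Muscle cells in CM had far more mRNA of 2 regulators of fuel use. PDK4, a kinase that shuts pyruvate out of mitochondrial oxidation (ENSG00000004799, chromosome 7, 95212811 to 95225803, hg19), went from 2.75 ± 0.47 CPM in NCM to 124 ± 5.4 CPM in CM (SD, n = 4). That is 45.1-fold, a log2 fold change of 5.50 ± 0.11 (SE). PPARGC1A, a coactivator of mitochondrial biogenesis genes (ENSG00000109819, chromosome 4, 23756664 to 23905712), went from 0.346 ± 0.12 to 15.4 ± 1.1 CPM, 44.6-fold. FBXO32, the muscle ubiquitin ligase atrogin-1 (ENSG00000156804, chromosome 8, 124510129 to 124553446), was 2.2-fold higher, from 6.47 ± 0.69 to 14.2 ± 0.9 CPM. Of 36 muscle atrophy genes, 17 rose and 7 fell, and the list was not called (camera adjusted p = 0.0838, and adjusted p = 0.341 with an estimated correlation). In CMD against NCMD, 19 rose and 6 fell (camera adjusted p = 0.0456, and adjusted p = 0.241 with an estimated correlation).

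Largest rises and falls are given throughout among genes that were called, had a mean log2 CPM of at least 2 and had groups that did not overlap. These were limited to named symbols, apart from AC114803.3. The rises were in FGF10, a growth factor (log2 fold change 7.73 ± 0.24), PI15, a secreted peptidase inhibitor-like protein (7.10 ± 0.28), IGFBP5, which binds insulin-like growth factors (5.89 ± 0.11), PLIN1, a lipid droplet protein (5.87 ± 0.19), and PTPRN, a protein of secretory granules (5.66 ± 0.12). FGF10 was close to the detection floor in NCM, at 0.0505 ± 0.048 CPM, so its fold and SE depend on the prior count of the fit. AC114803.3 also rose (5.73 ± 0.17), but it lies inside PTPRN and its reads cannot be separated from that gene's. IGFBP5 reached 685 ± 66 CPM in CM from 11.6 ± 1.3 CPM in NCM. The largest falls were in MTSS1, an actin-binding protein (-3.54 ± 0.09), the innate immune receptor TLR2 (-3.23 ± 0.18), the ubiquitin ligase MARCH4 (-3.22 ± 0.14), RAB3B of vesicle transport (-3.17 ± 0.09), RGS4, a brake on G protein signalling (-3.12 ± 0.07), KRT19, an epithelial keratin (-3.02 ± 0.18), FMN2, an actin nucleator (-2.74 ± 0.10), and PTX3, a secreted pentraxin (-2.73 ± 0.07). PTX3 fell from 1780 ± 54 to 267 ± 19 CPM.

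Of the 30 tested genes of G2 and mitosis, 28 fell and none rose, with a median log2 fold change of -0.59. Examples are CCNB1, the mitotic cyclin B1 (-0.86 ± 0.06), and BUB1, a spindle checkpoint kinase (-0.97 ± 0.07). The camera adjusted p was 4.24e-14 with the preset correlation, and adjusted p = 0.0772 with an estimated correlation. Of 30 genes of DNA replication, 26 fell and 1 rose (median -0.32), including UHRF1 (-0.71 ± 0.06) and RRM1, a subunit of ribonucleotide reductase (-0.55 ± 0.05). This list also passed with an estimated correlation, at camera adjusted p = 0.0205. Of 32 genes of the ATF4 amino acid response, 27 fell and 4 rose (median -0.51, camera adjusted p = 0.0205 with an estimated correlation). Among them were ASNS, asparagine synthetase (-1.56 ± 0.06), and PSAT1 of serine synthesis (-1.41 ± 0.07), while DDIT4, an inhibitor of mTORC1, rose (1.10 ± 0.08). Proteasome subunits fell in 20 of 33 genes and rose in none (median -0.22), with PSMD2 at -0.49 ± 0.05 as an example, and without CM1 they fell in 29. Their camera adjusted p was 1.45e-05, and adjusted p = 0.341 with an estimated correlation.

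**Figure D2:**
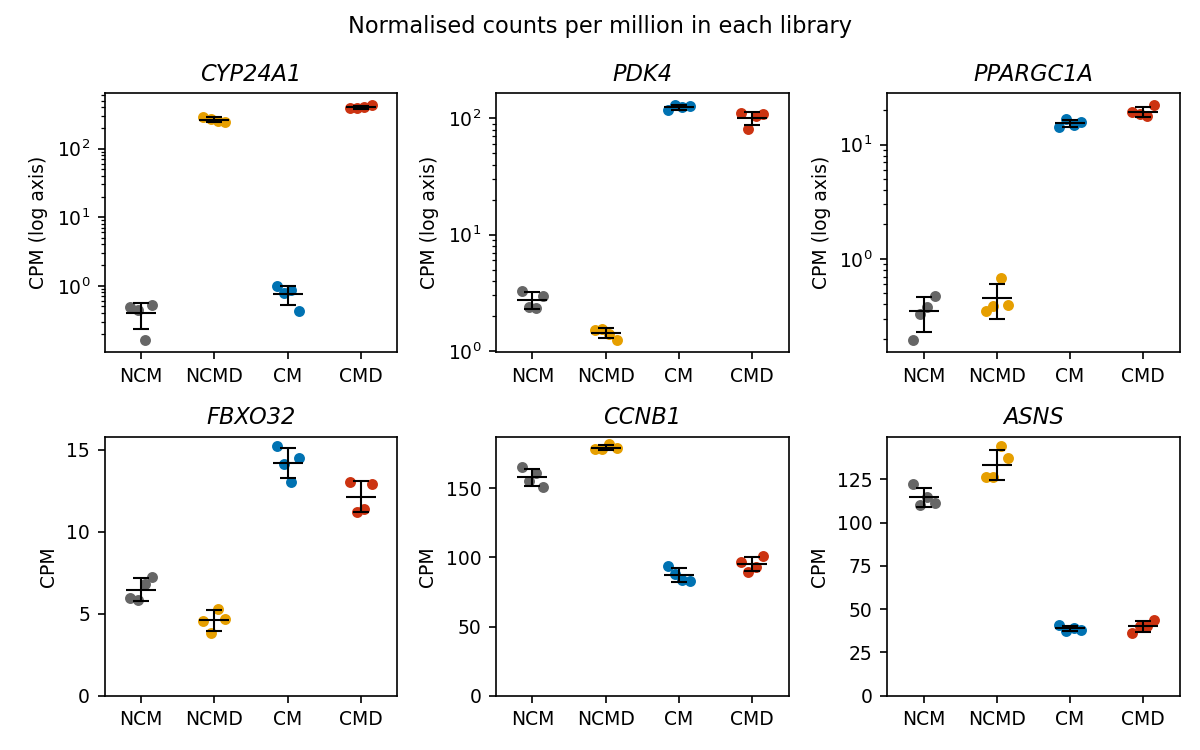
TMM-normalised CPM of 6 genes in each library (points, 4 per group), with the group mean and SD as black bars. CYP24A1, PDK4 and PPARGC1A have a log axis, and FBXO32, CCNB1 and ASNS have a linear axis from 0. CYP24A1 averages 264 CPM in NCMD and 403 CPM in CMD and under 1 CPM without calcitriol.

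Sarcomere genes rose in 29 of 42 cases and fell in 3, with a median of 0.55. The skeletal alpha-actin gene ACTA1 rose (1.70 ± 0.15), as did PYGM, muscle glycogen phosphorylase (2.57 ± 0.14), whereas TPM1, a tropomyosin, fell (-1.32 ± 0.05). The camera adjusted p was 6.14e-06, and adjusted p = 0.341 with an estimated correlation. Of 24 myogenic regulators and satellite cell genes, 16 rose and 4 fell, with CHRNA1, an acetylcholine receptor subunit, at 0.81 ± 0.06 and IGF2 at 0.87 ± 0.08. That list had a camera adjusted p of 0.00527, and adjusted p = 0.291 with an estimated correlation. Targets of STAT3 and gp130 signalling rose in 16 of 21 cases and fell in 2 (median 0.62, camera adjusted p = 0.0129 with an estimated correlation). They included complement C1S (1.84 ± 0.08), STAT3 itself (0.81 ± 0.06) and LBP (5.46 ± 0.35). Sterol efflux and LXR target genes rose in 8 of 10 cases and fell in none, with a median of 1.08 and camera adjusted p = 0.0191 with an estimated correlation. PLTP, a lipid transfer protein, rose by 2.52 ± 0.09 and APOE by 2.64 ± 0.15. Of 13 markers of fibroblasts and fibro-adipogenic cells, 11 rose and 1 fell (median 0.46, camera adjusted p = 0.0466 with an estimated correlation), among them CFD (4.44 ± 0.19) and S100A4, from 24.4 ± 1.89 to 69.2 ± 7.79 CPM. Of 9 adipocyte markers, 5 rose and 1 fell. The lipid droplet genes PLIN1 and PLIN4 (2.70 ± 0.15) rose and CIDEC (-0.69 ± 0.09) fell, with camera adjusted p = 0.0217, and adjusted p = 0.103 with an estimated correlation.

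Genes of mitochondrial energy supply moved less than PDK4 and PPARGC1A. Of 13 protein genes of the mitochondrial genome, 12 rose and none fell (median 0.35), with MT-CO1 at 0.46 ± 0.07 and MT-ND1 at 0.45 ± 0.07. The camera adjusted p was 0.00117, and adjusted p = 0.46 with an estimated correlation. Of 38 nuclear genes of respiratory complex I, 11 rose and 1 fell (median 0.12), among them NDUFA2 (0.56 ± 0.08). Of 20 of complex IV, 11 rose and 1 fell (median 0.25), among them COX5B (0.48 ± 0.06). These lists had camera adjusted p = 0.0444 and 0.0233, and adjusted p = 0.661 and 0.545 with an estimated correlation. Without CM1 the medians were 0.057 and 0.185, and neither list was called (camera adjusted p = 0.412 and 0.125). Genes of fatty acid uptake and oxidation rose in 13 of 24 cases and fell in 3, including CPT1A, the carnitine shuttle enzyme (1.09 ± 0.06), and ACAA2 (0.91 ± 0.06). Their camera adjusted p was 0.00144, and adjusted p = 0.291 with an estimated correlation. Regulators of mitochondrial biogenesis rose in 5 of 19 cases and fell in 7, with a median of -0.141. That list was not called (camera adjusted p = 0.567). Of the genes of mitochondrial fusion and fission, MFN2 fell by 0.27 ± 0.06 on the log2 scale and DNM1L by 0.27 ± 0.07. OPA1 (-0.19 ± 0.07, edgeR adjusted p = 0.0264) and FIS1 (0.17 ± 0.07, edgeR adjusted p = 0.0486) passed narrowly, and MFN1 had a log2 fold change of -0.14 ± 0.07 (edgeR adjusted p = 0.107).

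Of the other genes fixed in advance, VDR, the vitamin D receptor, rose by 0.37 ± 0.09 on the log2 scale, from 9.37 ± 0.79 to 12.1 ± 0.85 CPM. CYP24A1, the enzyme that degrades calcitriol, was 1.92-fold higher at a low level, 0.404 ± 0.17 CPM in NCM and 0.769 ± 0.24 CPM in CM. CYP27B1 (-0.08 ± 0.12, edgeR adjusted p = 0.612) and the ubiquitin ligase TRIM63 (0.35 ± 0.35, edgeR adjusted p = 0.442) did not pass.

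In total 10113 genes passed the edgeR quasi-likelihood test at a Benjamini-Hochberg adjusted p below 0.05, 5274 higher and 4839 lower in CM, and 2209 of them changed at least 2-fold. Camera called 28 of the 49 gene lists with the preset correlation, of which 5 were also called with an estimated one. Adjusted over each list alone, 31 sarcomere genes rose, 13 of the mitochondrial genome and 10 of complex I rose, and 21 proteasome genes and 3 STAT3 targets fell. The call of OPA1 ended when any of 4 libraries was left out (edgeR adjusted p = 0.0554 without CM1), and that of FIS1 when any of 5 was (0.162 without CM1). Both also ended with GC and length trends removed, where the log2 fold changes were -0.08 (edgeR adjusted p = 0.0591) and 0.07 (0.226), and that of FIS1 in 7 of 11 other settings. The call of CYP24A1 ended when CM1 was left out and trends with GC content and length were removed together, where the log2 fold change was 0.84 (edgeR adjusted p = 0.0822).

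**Figure D3:**
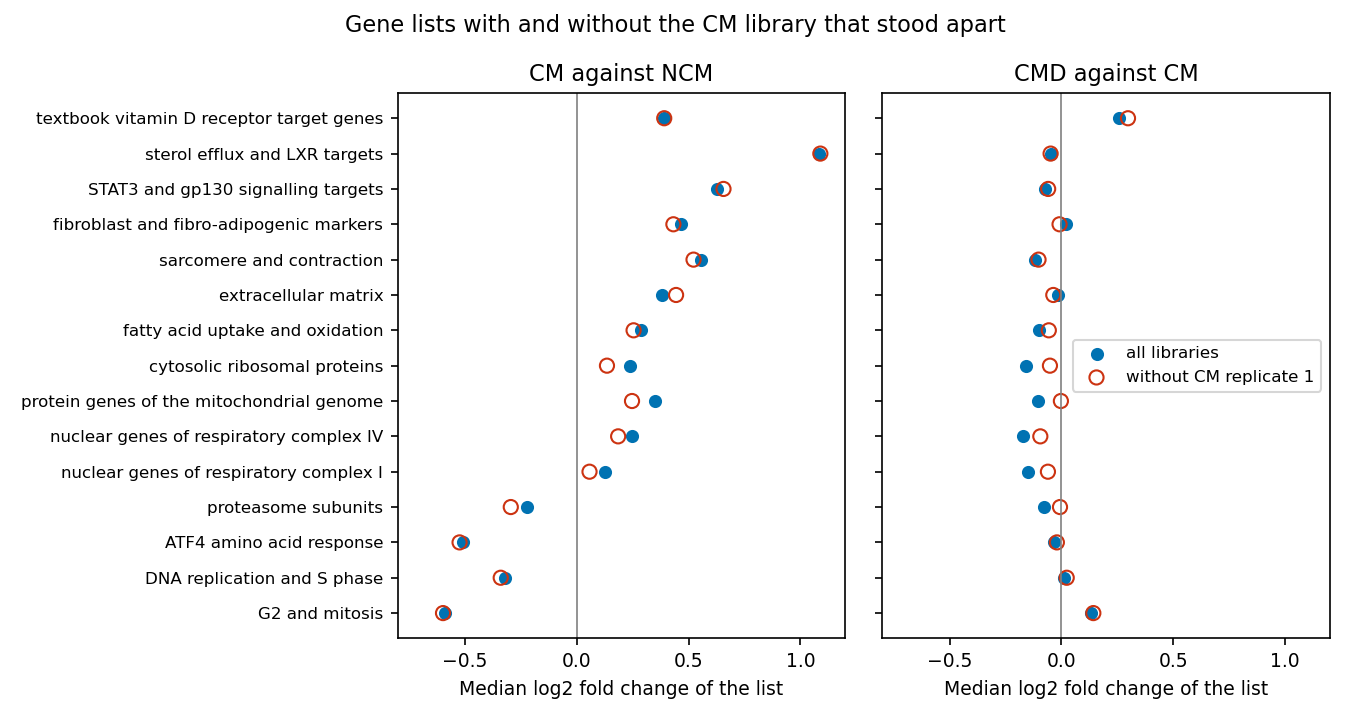
Median log2 fold change of the tested members of 15 gene lists, CM against NCM on the left and CMD against CM on the right, from all libraries (filled) and without CM replicate 1 (open). For complex I the medians are 0.124 and 0.057 on the left and -0.148 and -0.06 on the right.

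The comparison of NCMD with NCM asks what calcitriol does to these cells without conditioned medium. Among genes with a mean log2 CPM of at least 2 its largest rise was in CYP24A1 (ENSG00000019186, chromosome 20, 52769988 to 52790512, hg19), a target of the vitamin D receptor. It went from 0.404 ± 0.17 to 264 ± 20 CPM (SD, n = 4), 667-fold, a log2 fold change of 9.38 ± 0.18 (SE). Other large rises were in the sulfotransferase SULT1C2 (4.20 ± 0.19), the ferlin family gene FER1L6 (3.70 ± 0.23), TREM1, an amplifier of inflammatory signalling (2.30 ± 0.11), IL1RL1, the interleukin-33 receptor (2.24 ± 0.09), the BMP inhibitor CHRDL1 (1.88 ± 0.13), CLMN (1.80 ± 0.07) and the transcription factor OSR2 (1.68 ± 0.07). The largest falls were in CD36, a fatty acid transporter (-1.45 ± 0.25), the alcohol dehydrogenase ADH1B (-1.27 ± 0.28), PDK4 (-0.95 ± 0.13), ANGPTL2 (-0.82 ± 0.09), the cytokine signalling inhibitor SOCS2 (-0.76 ± 0.09), MYOM2 of the sarcomere M band (-0.76 ± 0.10), the Notch target HEYL (-0.75 ± 0.10) and complement C7 (-0.73 ± 0.13).

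Of 30 textbook target genes of the vitamin D receptor, 10 rose and 1 fell, and adjusted over the list alone 14 rose and 1 fell. EFTUD1 (1.58 ± 0.06) and the transcription factor KLF4 (1.02 ± 0.06) were among them. The camera adjusted p was 2.17e-05 with an estimated correlation. Sarcomere genes fell in 10 of 42 cases and rose in 2 (20 and 2 adjusted over the list alone), with a median of -0.26. TNNT2, a troponin, fell (-0.40 ± 0.08), while TCAP, a titin-binding protein (1.06 ± 0.18), and ACTA1 (0.81 ± 0.15) rose. The camera adjusted p was 7.02e-14, and adjusted p = 0.188 with an estimated correlation. Of 24 myogenic regulators and satellite cell genes, 5 fell and 1 rose (10 and 2 adjusted over the list alone), the falls including the myogenic factor MYOD1 (-0.54 ± 0.10) and the cell cycle inhibitor CDKN1C (-0.49 ± 0.10). That list had camera adjusted p = 7.43e-05, and adjusted p = 0.187 with an estimated correlation. Of 30 genes of G2 and mitosis, 3 rose, and 21 adjusted over the list alone (median 0.19, camera adjusted p = 3.26e-19, and adjusted p = 0.0879 with an estimated correlation). Histone genes whose RNA lacks poly(A) tails had a median of -0.17 over 20 genes and the protein genes of the mitochondrial genome 0.08 over 13, with 0 genes passing the edgeR test in either. Their camera adjusted p was 0.037 and 0.0218, and adjusted p = 0.448 and 0.659 with an estimated correlation. Of 9 adipocyte markers, CIDEC was lower (-0.57 ± 0.09), with a list median of -0.57 and camera adjusted p = 0.0277 with an estimated correlation. TGFB2 (1.33 ± 0.08), the activin subunit INHBA (0.57 ± 0.07), the transcription factor CEBPB (0.60 ± 0.08), the adhesion molecule VCAM1 (0.41 ± 0.09) and the cytokine CSF3 (0.89 ± 0.12) rose. Neither related list was called. TGF-beta and activin targets rose in 3 of 24 cases and fell in 2 (camera adjusted p = 0.118). Genes of cytokines and NF-kB signalling rose in 3 of 30 cases and fell in 2 (camera adjusted p = 0.815).

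FBXO32 fell by 0.49 ± 0.10 on the log2 scale, from 6.47 ± 0.69 to 4.59 ± 0.62 CPM. None of the 38 tested nuclear genes of complex I passed, and their median was -0.006. MFN1, MFN2, OPA1, DNM1L and FIS1 had log2 fold changes between -0.06 and 0.04, none of them called. PPARGC1A (0.42 ± 0.24, edgeR adjusted p = 0.634), VDR (0.06 ± 0.09), CYP27B1 (0.09 ± 0.12) and TRIM63 (-0.26 ± 0.36) did not pass either. In all, 449 genes passed the edgeR test, 258 higher and 191 lower, and 80 changed at least 2-fold, while 12 of 49 lists were called by camera with the preset correlation and 2 with an estimated one. The count was 280 without NCMD2, 296 without NCM4, 707 with the DESeq2 Wald test, and 904 (444 higher and 460 lower) when trends with GC content and length were removed. The call of ADH1B ended when any of 5 libraries was left out (edgeR adjusted p = 0.115 without NCMD2). It also ended with a replicate block (0.0668) and with only the 8 libraries compared (0.064).

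The comparison of CMD with CM asks what calcitriol does in conditioned medium. CYP24A1 again rose most among these genes, from 0.769 ± 0.24 to 403 ± 19 CPM, 529-fold (log2 fold change 9.05 ± 0.16). SULT1C2 (3.72 ± 0.18), FER1L6 (2.42 ± 0.16), CLMN (2.21 ± 0.07), EFTUD1 (1.98 ± 0.07), TREM1 (1.97 ± 0.09), CSF3 (1.44 ± 0.10) and the transcription cofactor MN1 (1.40 ± 0.09) followed. TREM1 reached 90.4 ± 5.5 CPM in CMD. The falls were smaller: the cholesterol transporter STAR (-0.86 ± 0.10), the small GTPase DIRAS3 (-0.78 ± 0.11), the collagen-modifying enzymes COLGALT2 (-0.69 ± 0.10) and LEPREL1 (-0.65 ± 0.07), CIDEC (-0.67 ± 0.09), the estrogen sulfotransferase SULT1E1 (-0.65 ± 0.10), the matrix growth factor CTGF (-0.63 ± 0.07) and ANGPTL1 (-0.63 ± 0.08).

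Of the 30 textbook vitamin D receptor targets, 10 rose and 1 fell (14 and 3 adjusted over the list alone), with KLF4 at 1.04 ± 0.06. This was the 1 list of 49 that camera called with an estimated correlation (adjusted p = 0.000676). Its median was 0.259. Conditioned medium without calcitriol also moved these targets: in CM against NCM 16 rose and 5 fell, with a median of 0.388. The camera adjusted p there was 0.0233, and adjusted p = 0.165 with an estimated correlation. Of 24 genes of TGF-beta signalling, 6 rose and 4 fell (9 and 5 adjusted over the list alone). INHBA (0.66 ± 0.07) and TGFB2 (0.71 ± 0.08) rose, and CTGF fell (camera adjusted p = 0.0737). Of 21 targets of STAT3 and gp130 signalling, 3 fell and none rose (4 fell adjusted over the list alone), namely BCL6 (-0.47 ± 0.05), PIM1 (-0.55 ± 0.09) and SOCS2 (-0.49 ± 0.09), with camera adjusted p = 0.0407, and adjusted p = 0.307 with an estimated correlation. Of 20 glucocorticoid response genes, 5 fell and 1 rose (10 and 2 adjusted over the list alone), including FKBP5 (-0.29 ± 0.05) and TSC22D3 (-0.37 ± 0.07), with camera adjusted p = 0.000114, and adjusted p = 0.0593 with an estimated correlation. The calcium channels ITPR1 (0.85 ± 0.09) and ITPR3 (0.54 ± 0.10), VCAM1 (1.08 ± 0.10), BMP6 (0.46 ± 0.06) and TCAP (1.21 ± 0.18) rose, and the tropomyosin gene TPM2 fell (-0.38 ± 0.08).

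Nuclear genes of the respiratory chain were slightly lower in CMD than in CM as groups. The median was -0.148 over the 38 genes of complex I, of which 0 passed by the edgeR test over all genes and 4 adjusted over the list alone, and -0.147 over the 16 of ATP synthase, of which 3 and 5 passed. Camera called both lists with the preset correlation (adjusted p = 5.28e-08 and 1.61e-06), and each had adjusted p = 0.49 with an estimated correlation. Cytosolic ribosomal proteins had a median of -0.159 over 52 genes, with adjusted p = 5.24e-12 and, with an estimated correlation, adjusted p = 0.49. These groups moved with library CM1: without it the 3 medians were -0.06, -0.071 and -0.051. These 3 lists were still called at the preset correlation (camera adjusted p = 0.0124, 0.00309 and 0.000983). The lists of complex IV and of complexes II and III were called with all libraries (camera adjusted p = 5.64e-05 and 0.000724). Without CM1 neither was called (camera adjusted p = 0.0774 and 0.167). Their medians went from -0.17 and -0.122 to -0.094 and -0.039. None of MFN1 (0.15 ± 0.07), MFN2 (-0.01 ± 0.06), OPA1 (0.10 ± 0.07), DNM1L (0.12 ± 0.07) and FIS1 (-0.21 ± 0.07) was called. PDK4 (-0.30 ± 0.09, edgeR adjusted p = 0.0639), PPARGC1A (0.34 ± 0.12, edgeR adjusted p = 0.126), FBXO32 (-0.23 ± 0.10), VDR (-0.08 ± 0.09), CYP27B1 (-0.17 ± 0.12) and TRIM63 (-0.32 ± 0.36) did not pass. PDK4 passed without CM1 (edgeR adjusted p = 0.048) and with GC and length trends removed (0.00612), where FBXO32 also passed (0.0417), and both PDK4 and PPARGC1A passed with limma-voom (0.0238 and 0.025), the DESeq2 Wald test (0.036 and 0.0227) and no filter on low counts (0.00168 and 0.0211). PDK4 also passed with CM1 left out and both trends removed (0.00471), and PPARGC1A with only the 8 libraries compared (0.0489).

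The edgeR test called 703 genes, 473 higher and 230 lower in CMD, and 78 changed at least 2-fold, while camera called 16 of 49 lists with the preset correlation and 8 without CM1. The gene count was 420 without CMD1, 456 without CMD4, 467 from the 8 libraries alone, 1141 with the DESeq2 Wald test, and 1255 (702 higher and 553 lower) when trends with GC content and length were removed.

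The comparison of CMD with NCMD asks what conditioned medium does when calcitriol is present in both. FGF10 (log2 fold change 8.48 ± 0.25), PI15 (7.22 ± 0.27), PLIN1 (7.02 ± 0.21), IGFBP5 (6.32 ± 0.12) and PDK4 (6.14 ± 0.12) rose most, followed by the serotonin receptor HTR2A (6.07 ± 0.19), the cyclic AMP phosphodiesterase PDE4B (5.57 ± 0.10) and the ferritin receptor SCARA5 (5.52 ± 0.22), by the same choice of genes. FGF10 averaged 0.0353 CPM in NCMD, under the detection floor of these libraries, so its fold, SE and rank depend on the prior count. MTSS1 (-3.50 ± 0.09), PTX3 (-3.17 ± 0.07), RGS4 (-3.17 ± 0.07), TLR2 (-2.83 ± 0.18), EVA1A (-2.80 ± 0.10), KLHL4 (-2.79 ± 0.14), KRT19 (-2.69 ± 0.18) and MARCH4 (-2.64 ± 0.14) fell most. PPARGC1A (5.40 ± 0.16), FBXO32 (1.40 ± 0.10) and CYP24A1 (0.61 ± 0.10) rose, and MFN2 fell (-0.29 ± 0.06). Of 30 genes of G2 and mitosis 28 fell, of 32 ATF4 response genes 28 fell, and of 42 sarcomere genes 35 rose (36 adjusted over the list alone). Their camera adjusted p was 0.0439, 0.00813 and 0.241 with an estimated correlation. Proteasome subunits fell in 26 of 33 cases (29 adjusted over the list alone, camera adjusted p = 8.28e-09, and adjusted p = 0.241 with an estimated correlation). Of 9 adipocyte markers 6 rose and 1 fell, and of 13 markers of fibroblasts and fibro-adipogenic cells 10 rose and 1 fell (11 and 2 adjusted over the list alone), with camera adjusted p = 0.0353 and 0.031 with an estimated correlation. Of 20 histone genes whose RNA lacks poly(A) tails, 8 rose and none fell (7 adjusted over the list alone), with camera adjusted p = 0.0325, and adjusted p = 0.394 with an estimated correlation. DNM1L (-0.20 ± 0.07), CYP27B1 (-0.34 ± 0.12) and VDR (0.23 ± 0.09) passed by edgeR adjusted p of 0.0176, 0.0276 and 0.0476, and OPA1 (-0.13 ± 0.07), FIS1 (0.02 ± 0.07), MFN1 (-0.02 ± 0.07) and TRIM63 (0.30 ± 0.37) did not. OPA1 passed without NCMD1 (edgeR adjusted p = 0.0256) or CMD4 (0.049), with length trends removed (0.0303), with GC and length trends removed (0.011), and with CM1 also left out (0.00253).

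In all, 9777 genes passed the edgeR test, 5015 higher and 4762 lower in CMD, 2133 of them at least 2-fold. The calls of VDR, CYP27B1 and DNM1L each ended when single libraries were left out (edgeR adjusted p = 0.167 for VDR and 0.0819 for CYP27B1 without CMD2, and 0.0695 for DNM1L without NCMD3), and that of VDR with most other settings as well. The medium effects with and without calcitriol, which share no library, had a correlation of r = 0.87 across the 22445 genes, and genes are not independent replicates. Of the genes called in both, 4105 were higher in both and 3881 lower in both, against 2 called in opposite directions.

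Whether calcitriol acted differently in the media was tested with an interaction term. Of 920 genes called in either medium, 851 had the same sign in both, and 228 were called in both with the same direction. The interaction called 39 genes, 18 with a more positive calcitriol effect in conditioned medium and 21 with a more negative one. CD36 had 2.09 ± 0.28 CPM in NCM, 0.751 ± 0.32 in NCMD, 7.48 ± 1.9 in CM and 10.1 ± 2.6 in CMD, an interaction of 1.89 ± 0.32 on the log2 scale. The tight junction gene CLDN11 (0.81 ± 0.08), the protease inhibitor A2M (0.84 ± 0.14), the Wnt receptor FZD8 (0.78 ± 0.13) and the progestin receptor PAQR5 (0.70 ± 0.10) also had positive interactions. IL1RL1 rose 4.72-fold with calcitriol in NCM, from 8.53 ± 1.1 to 40.3 ± 2.4 CPM, and stood at 27.5 ± 3.3 CPM in CM and 45.8 ± 3.6 CPM in CMD (interaction -1.50 ± 0.13). BMP6 (-0.92 ± 0.09), the organic cation transporter SLC22A3 (-0.93 ± 0.15), SERPINA3 (-0.94 ± 0.19) and STAR (-0.86 ± 0.18) had negative interactions. None of the 12 fixed genes passed, and PDK4 was at 0.64 ± 0.16 (edgeR adjusted p = 0.164, 0.0237 without CMD2, 0.023 with the DESeq2 Wald test and 0.000531 with no filter on low counts). Camera called 20 of 49 lists for the interaction with the preset correlation and 0 with an estimated correlation. Complex I was among the 20 (median -0.126, camera adjusted p = 4.33e-07, and adjusted p = 0.496 with an estimated correlation). Without CM1, 14 lists were called with the preset correlation. The complex I median in CMD against CM, which is part of this interaction, then went from -0.148 to -0.06.

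**Figure D4:**
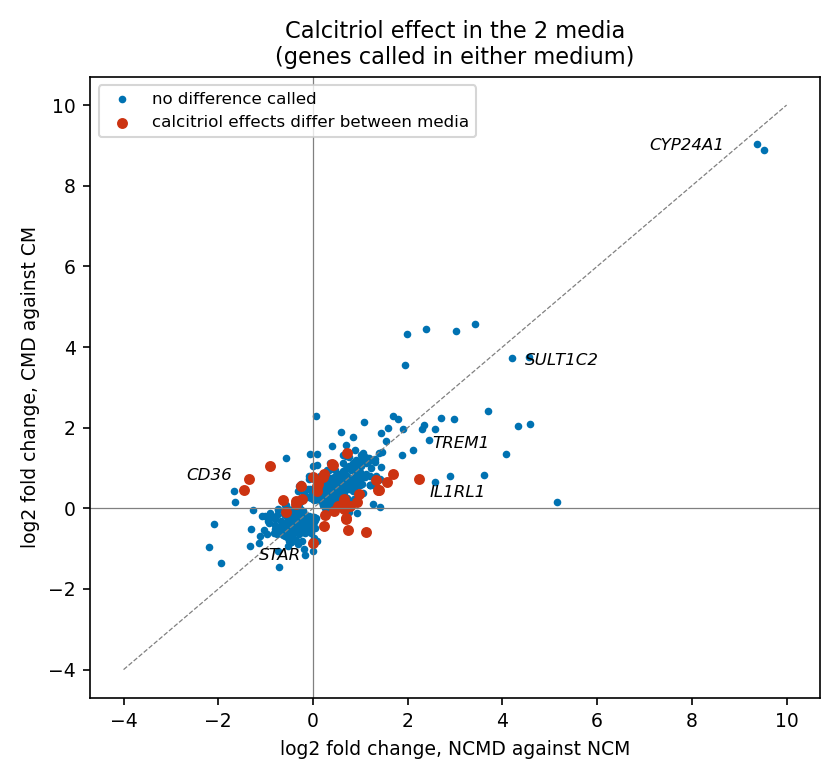
Log2 fold change with calcitriol in non-conditioned medium (horizontal) and in conditioned medium (vertical) of genes called in either, with genes whose effects differed between the media in red. The dashed line marks equal effects, and CYP24A1 lies at 9.38 and 9.05.

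The interaction count was 17 without CMD3, 47 without CM1, 19 with a replicate block, 26 with limma-voom, 89 with the DESeq2 Wald test, and 117 (78 positive and 39 negative) when trends with GC content and length were removed. The calls of SERPINA3 and STAR each ended with 13 of the 16 libraries left out in turn (edgeR adjusted p = 0.115 and 0.0929 without CMD4), and that of CD36 without NCMD1 (0.0826) or NCM3 (0.0533). Those of SERPINA3 and STAR also ended with limma-voom (adjusted p = 0.0906 and 0.306) and with a replicate block (edgeR adjusted p = 0.0576 and 0.112). With GC and length trends removed that of SERPINA3 ended (edgeR adjusted p = 0.0644). With CM1 also left out that of CD36 ended (0.0682).

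Averaged over both media, calcitriol changed 1338 genes by the edgeR test, 774 higher and 564 lower, and 2036 (1007 higher and 1029 lower) when NCMD1 was left out. CYP24A1 (9.21 ± 0.12), SULT1C2 (3.96 ± 0.13), FER1L6 (3.06 ± 0.14), TREM1 (2.13 ± 0.07) and CLMN (2.00 ± 0.05) rose most among genes chosen in the same way. ANGPTL2 (-0.72 ± 0.06), LEPREL1 (-0.64 ± 0.05), HEYL (-0.64 ± 0.07), COLGALT2 (-0.64 ± 0.07) and SOCS2 (-0.63 ± 0.07) fell most. Of the other fixed genes, PDK4 (-0.62 ± 0.08, edgeR adjusted p = 1.12e-05) and FBXO32 (-0.36 ± 0.07, 0.00172) fell. PPARGC1A (0.38 ± 0.13, 0.0998) and FIS1 (-0.14 ± 0.05, 0.116) passed only without NCMD1 among the libraries left out in turn (0.0465 and 0.0316), and PPARGC1A also with the DESeq2 Wald test (0.0225) and with no filter on low counts (0.0206). MFN1, MFN2, OPA1, DNM1L, VDR, CYP27B1 and TRIM63 were not called in the average. The count was 2040 (1048 higher and 992 lower) when trends with GC content and length were removed.

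A further question was whether calcitriol moved genes back from where conditioned medium had moved them. Of the genes higher in CM than in NCM, 112 were lower in CMD than in CM, against 54 for independent calls, and 167 were higher, against 111.1. Of the genes lower in CM, 196 were higher with calcitriol, against 102, and 72 were lower, against 49.6. Counts in the same direction were also above those for independent calls, so these counts do not single out a reversal. Both comparisons use the CM libraries, which by itself makes the effects go opposite ways. The correlation across genes was r = -0.168 with a covariance of -0.0429, and simulated groups with no difference that shared CM gave r = -0.49 and a covariance of -0.028. These values of r cannot be compared, because the simulated groups hold no effect of the medium. The observed less the simulated covariance was -0.0149. With the CM libraries divided so that the comparisons shared none, r averaged -0.041 over 6 divisions (-0.058 to -0.027). Across genes with a mean log2 CPM of at least 2 it averaged -0.021 (-0.053 to 0.012). The mean covariances were -0.0126 and -0.0024. A weak tendency to go opposite ways thus remained across all genes, but not in every division among the genes with higher levels. The calcitriol effects in the separate media, which share no library, had r = 0.308 across all genes and 0.696 across the 12953 genes with a mean log2 CPM of at least 2.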

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

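The tests of why library CM1 lay apart, the test for adipocytes, and the follow-up tests of the lower respiratory chain genes were chosen only after the result was seen. Of 28 groups of 4 values of library measures, 2 had a library far from the other 3, both in CM1: the mitochondrial share was highest (gap over range 0.865, level 2.64%) and the share of FN1 lowest (0.884, level 2.96%). Of 500 groups of 4 values of the 125 named genes, 29 had a library whose gap to the nearest other, divided by the range of the group, passed Dixon's 95% limit, where about 1 in 20, or 25, would by chance. CM1 held 7 of these, CMD4 5, and NCM3, NCMD1 and NCMD3 3 each. In CM1, ANGPTL1 (0.839), CITED2 (0.888), IGF2 (0.836), IL1RL1 (0.839) and TPM2 (0.869) were highest and CFD (0.852) and STAT3 (0.96) lowest. In CMD4, BUB1 (0.835) and DNM1L (0.843) were highest and CDKN1C (0.965), MT-ND1 (0.949) and PLTP (0.94) lowest. In NCM3, BCL6 (0.982), NDUFA2 (0.845) and PGD (0.881) were highest. In NCMD1, APOE (0.841) was highest and FMN2 (0.947) and TGFB2 (0.833) lowest. The others were C7 in CM2 (0.902), CSF3 in NCMD4 (0.95), FZD8 in NCM4 (0.886), GABARAPL1 in NCM2 (0.934), IFI6 in CMD2 (0.896), LAMA4 in NCMD3 (0.83), NR4A1 in CMD3 (0.876) and PPARGC1A in NCMD3 (0.877), each highest, and FER1L6 in NCM4 (0.937), LBP in NCMD3 (0.878) and PTPRN in CM3 (0.859), each lowest.

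Across genes, the deviation of CM1 from the mean of CM2 to CM4 had an SD of 0.281 on the log2 scale, against at most 0.196 in the other 15 libraries. With trends on GC content and length removed it was 0.25, against at most 0.133, which argues against those trends as the whole cause. CYP24A1 at 0.987 CPM in CM1, against at least 384 CPM in CMD, and PDK4 at 117 CPM, against at most 3.3 CPM in NCM, argue against a label exchanged with another group. The 315 antisense genes had a median deviation of -0.096 in CM1, below 1000 random lists matched on expression (-0.078 to 0.069) and below the lowest other library (-0.036), so less unspliced RNA in CM1 is a candidate explanation that stays open. No biological explanation was tested, since the design gives CM1 no treatment of its own.

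The lower respiratory chain genes in CMD against CM had a median log2 fold change of -0.148 over 88 nuclear genes. It was -0.125 with GC and length trends removed, which argues against these as the cause, and -0.006 in NCMD against NCM, which argues against a calcitriol effect common to both media. With all libraries the 4 lists were called by camera at the preset correlation and none at an estimated one (adjusted p = 0.49 for each). Without CM1 the median was -0.067 and 2 of the 4 were called at the preset correlation, and with each other library left out it lay between -0.184 and -0.134. Library CM1 and an effect of calcitriol in conditioned medium therefore cannot be told apart here, because the median without CM1 was smaller but still below 0.

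The calcitriol effect differed between the media by the edgeR interaction test in 15 named genes. It was more positive in conditioned medium for A2M (0.84), CD36 (1.895), CLDN11 (0.81), FZD8 (0.78), ITPR1 (0.61), PAQR5 (0.70), RAB3B (0.57) and VCAM1 (0.67), and more negative for BMP6 (-0.92), IL1RL1 (-1.50), OSR2 (-0.82), SERPINA3 (-0.94), SLC22A3 (-0.93), STAR (-0.86) and TGFB2 (-0.62). With each of 16 libraries left out in turn, the call ended 13 times for ITPR1, 12 for RAB3B, 13 for SERPINA3, 13 for STAR, 8 for TGFB2, 11 for VCAM1 and 2 for CD36 (edgeR adjusted p = 0.0533 without NCM3 and 0.0826 without NCMD1). Besides SERPINA3 and STAR, limma-voom ended the calls of ITPR1 (adjusted p = 0.0734), RAB3B (0.0734) and VCAM1 (0.0639). A replicate block ended those of ITPR1 (edgeR adjusted p = 0.0849), RAB3B (0.0793) and TGFB2 (0.0586).

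Other groupings of the same libraries were counted for each comparison. For CM against NCM, 1 of 35 divisions, the real one with 10113 genes, gave as many, and the highest other gave 23. For CMD against CM this was 1 of 35, with 703 and 8, for NCMD against NCM 1 of 35, with 449 and 1, and for CMD against NCMD 1 of 35, with 9777 and 1322. For the averaged calcitriol effect it was 1 of 100 drawn regroupings, with 1338 and 27. For the interaction, 2 of 100 gave at least the real 39 genes, and the other gave 225, several times the real count. That regrouping kept 3 NCMD labels and 0 CMD labels, so by its construction it subtracts effects of opposite sign and adds the calcitriol effects of both media, which is a structure of these samples. Chance can be excluded at a share of 0.05 for the counts of the comparisons of groups and of the average. For the interaction the regroupings also break the calcitriol effect common to both media, so they do not test the interaction by itself.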

How the results depend on the processing

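The removal of trends with length or with GC content and length, with or without CM1, and the gene lists without a library were chosen only after the result was seen. With DESeq2 size factors, library size alone, a filter at 1 CPM, removal of a length trend or limma-voom, the 6 gene counts stayed within 1.5 times the reported ones. For 10113, 703, 449, 9777, 39 and 1338 genes, DESeq2 size factors gave 10135, 697, 458, 9802, 39 and 1334, and limma-voom 10199, 748, 431, 9719, 26 and 1290. No called gene named here changed direction under any setting run. Where no cause follows, the cause was not tested.

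With GC and length trends removed, the counts were 1255 for CMD against CM, 904 for NCMD against NCM, 117 for the interaction and 2040 for the average, and with CM1 also left out 1331, 1527, 181 and 2596. In 6 libraries the deviation from the group correlated with GC content by over 0.5 in size. The DESeq2 Wald test gave 1141, 707 and 89 for CMD against CM, NCMD against NCM and the interaction. Without a filter, which tests 42102 genes, CMD against CM gave 1252 and the interaction 108. The 8 libraries alone gave 467 for CMD against CM, with 21427 genes tested, and 490 for NCMD against NCM, with 21162 tested. With the replicate number as a block the interaction gave 19, and of 24 correlations between libraries with the same number none was over 0.1, so the numbers gave no sign of pairs.

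Stricter limits lower the counts by construction. At least 2-fold changes numbered 2209 in CM against NCM, 78 in CMD against CM, 80 in NCMD against NCM, 2133 in CMD against NCMD, 6 in the interaction and 93 in the average. An adjusted p below 0.01 left 341, 239, 10 and 686 for CMD against CM, NCMD against NCM, the interaction and the average.

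With each library left out in turn, the counts ranged from 9262 to 10381 for CM against NCM, 420 to 836 for CMD against CM, 280 to 486 for NCMD against NCM, 8859 to 9530 for CMD against NCMD, 17 to 47 for the interaction and 1007 to 2036 for the average. The lists called ranged from 26 to 29, 8 to 20, 11 to 16, 24 to 29, 14 to 20 and 17 to 25 in the same order. With an estimated correlation 5, 1, 2, 9, 0 and 1 lists were called, and fry called 44 in CM against NCM, 4 in CMD against CM and 0 in the interaction. Without CM1, 8 lists were called in CMD against CM.

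The correlation of the medium effect with the calcitriol effect in CM, -0.168, was -0.075 in genes with a mean log2 CPM of at least 2 and -0.075 with the filter at 1 CPM, -0.402 with no filter, -0.041 with the CM libraries divided, and -0.239 to -0.195 with a CM library left out.

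Values that changed sign were small and not called. With a library left out in turn, the mitochondrial share in CMD less that in CM lay between -0.141 and 0.064, the latter without CM1. In CMD against CM, MFN2 lay between -0.064 and 0.014 and was 0.026 with GC and length trends removed, and OPA1 was -0.031, and -0.046 with CM1 also left out. In NCMD against NCM, DNM1L lay between -0.003 and 0.094, MFN1 between -0.038 and 0.097, MFN2 between -0.03 and 0.03, OPA1 between -0.028 and 0.09 and VDR between -0.018 and 0.102. With the trends removed MFN1 was -0.009, also without CM1, and OPA1 0. In CMD against NCMD, FIS1 lay between -0.011 and 0.075, and was -0.03 with the trends removed and -0.032 with CM1 also left out. MFN1 lay between -0.093 and 0.042, and was 0.004 with library size alone, 0.008 with the trends removed and 0.007 with CM1 also left out. In the average, MFN2 lay between -0.028 and 0.009 and VDR between -0.049 and 0.016. With the trends removed CYP27B1 was 0.007, MFN2 0.02, OPA1 -0.015 and VDR 0.007, and with CM1 also left out CYP27B1 was 0.021, OPA1 -0.023 and VDR 0.005. Depth limits genes near the floor.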

Other observations

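The tests for adipocytes and the choice of PDE4B, PDE4D, PDE7B, PENK and CITED2 as genes to name came only after the result was seen. Conditioned medium also moved genes of sugar use, stress defence and the cell surroundings. ALDOC, an aldolase of glycolysis, rose by 1.30 ± 0.08 on the log2 scale (SE, n = 4) and GAPDH by 0.54 ± 0.08, and of 26 genes of glycolysis and glucose uptake 14 rose and 4 fell. The camera adjusted p of that list was 0.0118, and adjusted p = 0.545 with an estimated correlation. Of 25 genes of the NRF2 oxidative stress response 12 rose and 2 fell, among them PIR (1.11 ± 0.07) and PGD of the pentose phosphate pathway (0.82 ± 0.06), with camera adjusted p = 0.00242, and adjusted p = 0.216 with an estimated correlation. Of 37 extracellular matrix genes 26 rose and 7 fell, including the protease inhibitor TIMP3 (2.12 ± 0.05) and the laminin LAMA4 (0.93 ± 0.06), with camera adjusted p = 4.23e-05, and adjusted p = 0.291 with an estimated correlation. Cytosolic ribosomal proteins rose in 39 of 52 cases (40 adjusted over the list alone, camera adjusted p = 2.02e-05, and adjusted p = 0.545 with an estimated correlation). Without CM1 they rose in 28, and the median went from 0.239 to 0.135.

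Genes that respond to signals from outside the cell went both ways. Of 30 interferon response genes 16 rose and 3 fell (17 and 3 adjusted over the list alone), including OASL (2.87 ± 0.17) and IFI6 (0.91 ± 0.10), with camera adjusted p = 0.00965, and adjusted p = 0.0538 with an estimated correlation. Of 20 glucocorticoid response genes 13 rose and 4 fell, including CRISPLD2 (2.79 ± 0.08) and HSD11B1, which activates cortisone (3.58 ± 0.19), with camera adjusted p = 0.00527, and adjusted p = 0.086 with an estimated correlation. Of 27 immediate early genes 11 rose and 10 fell, among them NR4A1 (3.76 ± 0.14) up and FOSL1 (-1.90 ± 0.08) down. Of 30 genes of cytokines and NF-kB signalling 11 rose and 14 fell (11 and 16 adjusted over the list alone), with IL11 up (2.48 ± 0.08) and IL8 (-2.50 ± 0.12) and VCAM1 (-2.72 ± 0.10) down (camera adjusted p = 0.0303, and adjusted p = 0.304 with an estimated correlation). Of 24 TGF-beta and activin targets 9 rose and 12 fell, among the latter CTGF (-2.34 ± 0.08). BMP6 rose (3.84 ± 0.07), and of 18 BMP targets 7 rose and 4 fell (camera adjusted p = 0.306).

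PPARGC1A, PDK4, PDE4B (5.45 ± 0.10) and PDE4D (3.49 ± 0.09) rose together in CM, and all are known to respond to cyclic AMP in other cells. A list of 19 other cyclic AMP and CREB target genes was written before its values were seen. Of the 17 tested, 12 rose and 2 fell, with a median log2 fold change of 0.83 and a camera p of 0.000353 with an estimated correlation. PDE7B (3.05 ± 0.09) and PENK (1.89 ± 0.09) rose and CITED2 fell, from 154 to 77 CPM. With GC and length trends removed the 4 genes kept at least 101.1% of their log2 fold changes, which argues against those trends, and FABP4 at 1.92 CPM and ADIPOQ at 0.146 CPM against PLIN1 at 24.1 CPM in CM argue against adipocytes in the culture as the source. CIDEC, another adipocyte marker, stood at 33.7 CPM in CM, below its 54.5 CPM in NCM. Cyclic AMP signalling may therefore be raised in cells in conditioned medium, a hypothesis found and tested on the same data. No cyclic AMP level was measured, and the part of the medium responsible was not tested.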
